A study of Homo sapiens with 6 samples.

How the data were processed

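RNA was profiled in H9 cells, an established human embryonic stem cell line, kept per the labels in RSeT medium, a commercial medium for a naive-like state. Per the labels' protocols, the cells were transfected with a control gapmer or with a gapmer against alpha satellite RNA (ALR), the transcript of the repeats that make up human centromeres. A gapmer is a short antisense oligonucleotide with a DNA core that directs RNase H to cut the RNA it pairs with. Total RNA was taken 48 h later, and libraries were made with a directional NEBNext Ultra II kit, per the labels' protocols. The labels name 3 libraries per group, with the letters a, b and c.

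The authors deposited a table of raw read counts per gene symbol, with a column for each of the 6 libraries. The values were whole numbers, and the column totals differed between libraries, so no scaling of the deposited counts was apparent. The aligner, counting program, genome build, annotation, strand setting and filters were not stated in the labels or in the file header. How reads that align to several places were handled was not stated either, which matters for ribosomal RNA (rRNA), repeats and genes with near-identical copies. The table held 53719 rows, of which 32300 had a count in at least 1 library. In 28 rows the symbol had turned into a calendar date, as spreadsheet programs do. Of these dates, 2 occurred in a pair of rows each, and the 28 rows held 0.207% of the counts. They stayed in the library sizes and tests but were not named.

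The table gave symbols only. Of its rows, 32820 were matched to GENCODE release 29, 31425 by name and 1395 by an older symbol, to obtain the Ensembl identifier, chromosome, biotype, span and GC content. Because the authors' build was not stated, no coordinates are given. The RefSeq gene table of human assembly GRCh38 was used only for synonyms and for which genes overlap.

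Before the data were examined, the comparison, the tests, the alternatives, 12 gene lists and the rule for naming genes were fixed. Differential expression was tested with edgeR 4.0.16 (R 4.3.3). Genes were kept by filterByExpr at its defaults, libraries were scaled by TMM, and the quasi-likelihood model (glmQLFit, glmQLFTest) had the group as its only term. P-values were two-sided and adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The filter left 19721 genes, which held 99.9% of the counts, and the common biological coefficient of variation was 0.103. CPM values (counts scaled to a common library size) of genes named by rule used TMM-scaled library sizes. So did those of the rows at least 3 times higher in knockdown library a. Shares of counts used total counts, as did the CPM values of NEAT1, MALAT1, MIR3648, MIR3687, POU5F1 and KLF17. Errors are SD over n = 3 libraries per group unless SE is given.

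The rule for naming genes took genes past the threshold whose values did not overlap between groups and whose mean count was at least 50. Among these, the 4 with the smallest p and the 2 with the largest fold change in each direction were named. From each list, at most 3 genes with the smallest p adjusted over the list alone were named if that p was under 0.05. Genes outside this rule are said to be chosen after their values were seen.

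Each list was tested as a set with camera (limma 3.58.1) at a preset correlation between genes of 0.01, adjusted over the 12 lists. The tests were repeated with fry and with camera at the correlation estimated from the data. The shares of counts in rRNA rows and in mitochondrial rows were compared by exact permutation tests (SciPy 1.17.1), two-sided. With 3 libraries against 3, the smallest p this test can give is 0.10. Intervals of shares are 95% Wilson intervals. They cover counting error only, since reads without molecular identifiers are not independent molecules.

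Alternatives set out beforehand were other scalings (DESeq2 size factors, library size alone, upper quartile), other tests (DESeq2 1.42.0 with its Wald test, limma-voom, a robust edgeR fit) and other filters (none, or a mean count of at least 50). Further ones removed mitochondrial and rRNA rows, thinned all libraries to the smallest total, added the replicate letter as a block, or left out each library in turn. After the data had been seen, 3 more were added: removal of each library's trend of expression on gene span, the same for GC content (both by natural splines with 5 degrees of freedom, over the 15961 tested genes with a value, 80.9% of those tested), and limma-voom with sample quality weights. Another 3 gene lists were written after the first fit, before their own values were looked at.

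The procedure was tested on simulated counts drawn from the means and library sizes of the 6 libraries. With 200 genes changed by 0.50 on the log2 scale among 19420 genes, 120 were recovered (60.0%) with 11 false calls. With a change of 1.00, 181 were recovered (90.5%) with 18 false calls. With no gene changed, 2 of 19390 genes were called. A list of 28 genes shifted by -0.30, drawn with the same minimum mean count, gave a median of -0.31. Genes were simulated independently of each other, so the set tests were not tried on correlated genes. The replicate libraries of each group were compared for duplication. The chi-square per degree of freedom over genes was 8.97 to 21.6 for the 6 pairs within groups, well above sampling noise. This argues against repeat sequencing of the same library, but cannot show that the libraries came from separate transfections. Each library was counted as a separate replicate, following the labels. ALR itself, which has no gene symbol, was not analysed here, so the depth of its knockdown is not reported.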

Results

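The transcriptome of H9 human embryonic stem cells in naive-type medium was compared 48 h after transfection with a gapmer against alpha satellite RNA (ALR; the knockdown group, 3 libraries) or with a control gapmer (3 libraries). The comparison was made to ask how loss of this centromeric repeat RNA changes gene expression. The series concerns the relation of this RNA to rRNA and to the perinucleolar compartment, an RNA-rich body at the edge of the nucleolus. Loss of ALR was not measured here, and binding of its gapmer to other transcripts was not tested. Each difference below is therefore one between gapmer transfections, and its cause is left open. Total counts were 27612199, 33698831 and 25087629 in knockdown libraries a, b and c, and 28834926, 31352910 and 36576752 in control libraries a, b and c.

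The libraries were not equally alike. Knockdown library a had counts in 29678 gene rows, whereas the other 5 libraries had counts in 25898 to 26788. After all libraries were thinned to the smallest total, library a still had 29433 rows against 25586 to 26182 in the others. It alone held a count in 1862 rows, compared with 226 to 371 for each other library. In a principal component analysis of all tested genes, the first component (36.2% of the variance) set knockdown library a at -53.4, with the other 5 between 4.82 and 15.4. The second component (21.6%) placed the 3 knockdown libraries at -35.4 to -4.21 and the 3 control libraries at 13.8 to 18.2.

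**Figure D1:**
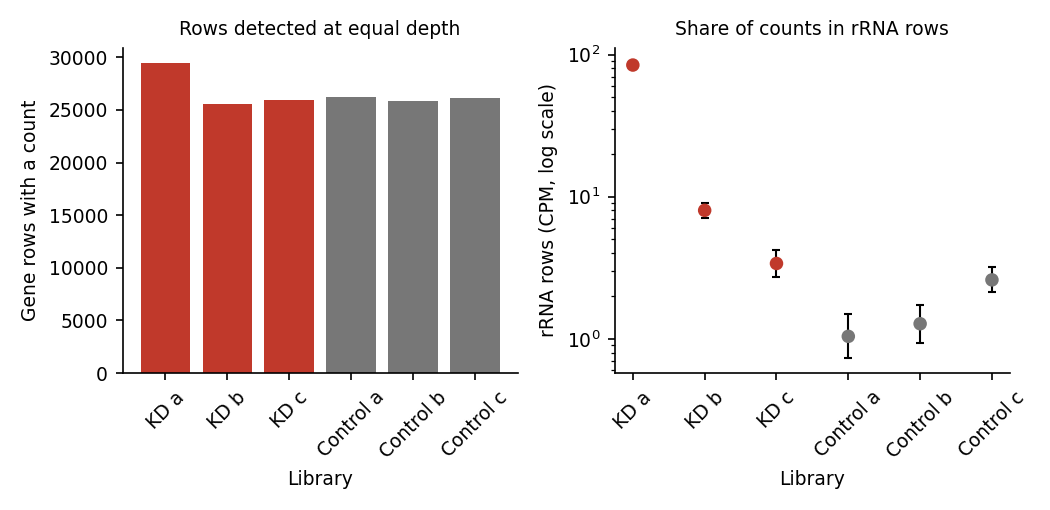
Left, gene rows with at least 1 count in each library after thinning to equal totals (bars start at 0); right, the share of counts in rRNA rows (CPM, log axis; bars are 95% Wilson intervals). KD stands for the knockdown libraries (red) and control libraries are grey; knockdown library a has the most rows (29433) and the highest rRNA share (84.4).

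The share of counts in rRNA rows was compared first, since the series is about rRNA expression. Of the 20 rows named as nuclear rRNA, 2 had any counts, and nearly all counts fell in the 28S row (RNA28S5). The share was 84.4 CPM (counts scaled to a common library size) in knockdown library a (95% Wilson interval 81.1 to 87.9), 8.01 in b (7.11 to 9.03) and 3.39 in c (2.74 to 4.19). In control libraries a, b and c it was 1.04 (0.729 to 1.49), 1.28 (0.937 to 1.74) and 2.60 (2.13 to 3.18). All 3 knockdown libraries lay above all 3 controls, with means of 31.9 ± 45.5 and 1.64 ± 0.839 CPM (SD, n = 3; difference 30.3; exact permutation p = 0.10, two-sided, the smallest this design allows). The size of the difference was decided by knockdown library a: without it, the difference was 4.06 CPM. The intervals of knockdown library c and control library c overlapped. The 28S counts ranged from 30 to 2330 per library. Total RNA was taken, yet these rows held only 1.04 to 84.4 CPM, so most rRNA had been removed or was not counted. Which of these applies was not tested. The share therefore describes the rRNA reads left over and cannot measure rRNA expression in the cells.

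The mitochondrial share of counts, a technical check, was 2.54 ± 0.0915% in knockdown and 2.22 ± 0.406% in control libraries (SD, n = 3; difference 0.317; exact permutation p = 0.20, two-sided). Control library c was the lowest at 1.76% (95% Wilson interval 1.75 to 1.76), and without it the difference was 0.0836.

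Across the 19721 genes tested with edgeR's quasi-likelihood test, 155 passed a Benjamini-Hochberg adjusted p of 0.05. Of these, 27 were higher (17.4%) and 128 were lower in the knockdown libraries. Changes were small: the median log2 fold change was -0.55 for the lower genes and 0.47 for the higher ones, and the range was -1.43 to 0.99. A change of at least 2-fold was reached by 6 lower genes and by 0 higher genes, although 1318 genes were higher at an unadjusted p under 0.05. In all, 2811 genes had an unadjusted p under 0.05, where 986 would be given by chance alone. The groups did not overlap in 3731 genes (18.9%), where chance gives 10%, and all 155 genes were among them. By biotype, 128 of the 155 were protein-coding, 3 were long intergenic RNAs, 1 was a processed pseudogene and 23 were not matched to the annotation.

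Scaling changed the balance of directions. The higher share was 17.4% of the calls with TMM, 28.7% with upper-quartile scaling (45 higher, 112 lower) and 35.4% with library size alone (56 higher, 102 lower). The count of changed genes also depended on the setting, and the alternative that moved it most was the fit without knockdown library c (1309 genes), followed by the fit with no low-count filter (1064). Among the other fits that left out a library, it was 102 without knockdown library a and 61 without knockdown library b. It was 26 without control library a, 42 without control library b and 42 without control library c. Among the genes past the adjusted threshold, lower outnumbered higher in each of the 6 fits that left out a library. At an unadjusted p under 0.05 the balance was closer to even, with 1318 of 2811 genes higher when all libraries were used and 1396 of 2487 without control library a.

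**Figure D2:**
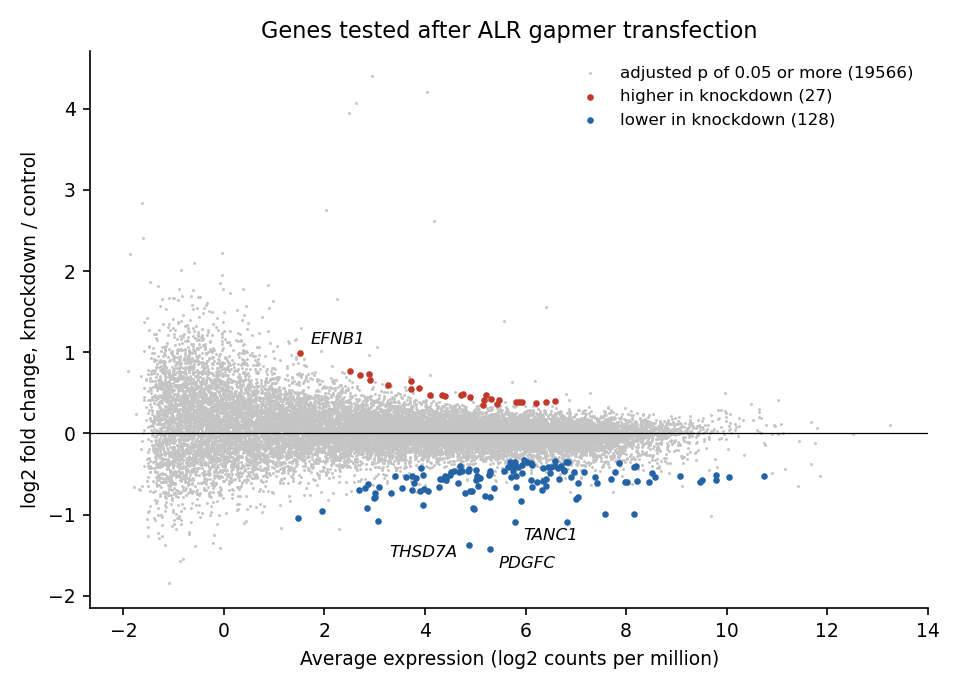
Log2 fold change (knockdown over control) against average expression (log2 CPM) for the 19721 genes tested, each point a gene. Of the genes past an adjusted p of 0.05 in edgeR's quasi-likelihood test, 128 were lower (blue) and 27 higher (red), and 4 of those with the largest changes carry their symbols.

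The lowest p-values belonged to genes that fell. PDGFC (ENSG00000145431.10, chromosome 4, protein-coding) had 21.3 ± 2.72 CPM in knockdown and 57.2 ± 2.47 in control libraries (SD, n = 3 each), a log2 fold change of -1.43 ± 0.09 (SE; edgeR adjusted p = 3.84e-05). TANC1 (ENSG00000115183.14, chromosome 2) had 35.3 ± 2.83 against 74.9 ± 5.37, a log2 fold change of -1.08 ± 0.08 (edgeR adjusted p = 0.000109). PROSER1 (ENSG00000120685.19, chromosome 13) had 93.0 ± 1.58 against 163 ± 6.52, a log2 fold change of -0.81 ± 0.06 (edgeR adjusted p = 0.000111). RPS6KA3 (ENSG00000177189.13, chromosome X) had 21.4 ± 1.31 against 40.3 ± 0.660, a log2 fold change of -0.91 ± 0.07 (edgeR adjusted p = 0.000128). These 4 genes passed the threshold in all 20 alternatives, the leave-one-out fits included. THSD7A (ENSG00000005108.15, chromosome 7), named for its size of change, had 16.3 ± 4.47 against 42 ± 7.75, a log2 fold change of -1.37 ± 0.18 (edgeR adjusted p = 0.00344), and passed in 18 of 20. PDGFC, TANC1 and THSD7A overlap other annotated genes, and since the strand used in counting was not stated, reads could be shared with these. No other annotated gene overlaps PROSER1 or RPS6KA3.

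Among genes that rose, PDZD4 (ENSG00000067840.12, chromosome X) went from 30.9 ± 1.25 CPM in control to 42.9 ± 2.91 in knockdown libraries (n = 3 each), a log2 fold change of 0.47 ± 0.07 (edgeR adjusted p = 0.0121). CHRDL1 (ENSG00000101938.14, chromosome X) rose by 0.45 ± 0.07 (edgeR adjusted p = 0.0137), from 24.9 ± 0.908 to 34.1 ± 1.36. FBLN2 (ENSG00000163520.13, chromosome 3) rose by 0.65 ± 0.10 (edgeR adjusted p = 0.0156), from 10.3 ± 1.15 to 16.1 ± 0.553. TNIK (ENSG00000154310.16, chromosome 3) rose by 0.47 ± 0.08 (edgeR adjusted p = 0.0156), from 21.9 ± 0.855 to 30.4 ± 1.77; it overlaps a microRNA gene and another small RNA gene. The largest rises were those of EFNB1 (ENSG00000090776.5, chromosome X; 0.99 ± 0.19; edgeR adjusted p = 0.0370), from 1.89 ± 0.257 to 3.76 ± 0.231, and MEIS3 (ENSG00000105419.17, chromosome 19; 0.77 ± 0.15; edgeR adjusted p = 0.0423), from 4.19 ± 0.560 to 7.17 ± 0.879. Each of PDZD4, CHRDL1, FBLN2 and TNIK passed the threshold in 16 of 20 alternatives, and EFNB1 and MEIS3 in 14 of 20, with the highest adjusted p over the alternatives between 0.0999 and 0.229.

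The 12 gene lists were then compared as sets. The p53 target list stood apart: 22 of its 25 tested genes were lower in knockdown libraries, with a median log2 fold change of -0.30 (camera adjusted p = 1.23e-12; limma fry adjusted p = 0.0408). With the correlation between its genes estimated from these libraries, the limma camera adjusted p was 0.265, so this call held under fry and was lost under the estimated correlation. The median deviation of the list was -0.22, -0.14 and -0.13 in knockdown libraries a, b and c, and 0.23, 0.12 and 0.07 in control libraries a, b and c. Over all genes tested, 5 members passed the threshold. Adjusted over the list alone, 15 did, all of them lower. The groups did not overlap in 16 of the 25 genes (64.0%, against 10% by chance). When each library was left out, the median lay between -0.34 and -0.25.

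MDM2 (ENSG00000135679.23, chromosome 12) had 184 ± 4.09 CPM in knockdown and 255 ± 16.2 in control libraries, a log2 fold change of -0.47 ± 0.07 (edgeR adjusted p = 0.00652 over all genes). EDA2R (ENSG00000131080.14, chromosome X) had 12.6 ± 1.12 against 20.5 ± 1.87, a change of -0.70 ± 0.10 (edgeR adjusted p = 0.00710). TNFRSF10B (ENSG00000120889.12, chromosome 8) had 42.8 ± 0.542 against 57.0 ± 2.83, a change of -0.41 ± 0.07 (edgeR adjusted p = 0.0148). MDM2 and EDA2R passed the threshold over all genes in 18 of 20 alternatives and TNFRSF10B in 16. MDM2 overlaps CPM, and TNFRSF10B overlaps RHOBTB2 on the opposite strand, so some of their reads could belong to those genes. The remaining members past the threshold over all genes, named after their values were seen, were CDKN1A (-0.66 ± 0.12; edgeR adjusted p = 0.0240) and ZMAT3 (-0.45 ± 0.08; edgeR adjusted p = 0.0281).

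**Figure D3:**
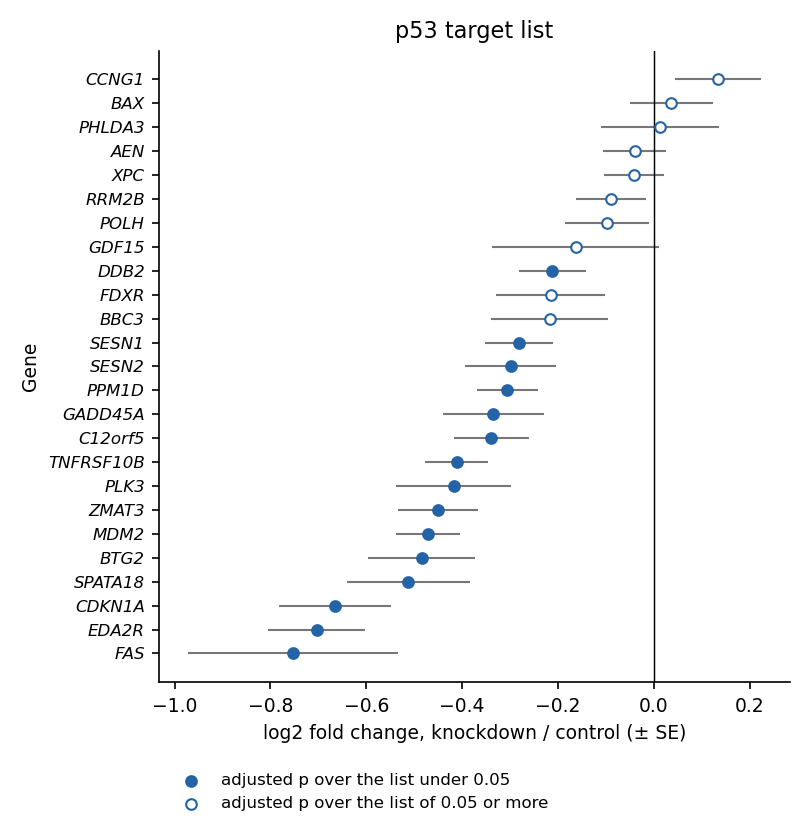
Log2 fold change (knockdown over control) of each of the 25 tested genes of the p53 target list, with SE bars, from edgeR. Filled points are the 15 genes with an adjusted p under 0.05 over the list alone, and 22 of the 25 genes lie below 0.

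Ribosome biogenesis factors were slightly higher, with 40 of 47 genes above 0 and a median log2 fold change of 0.08 (camera adjusted p = 0.00193). This call held neither under fry (limma fry adjusted p = 0.423) nor with the estimated correlation (limma camera adjusted p = 0.800). It also rested on knockdown library b, without which the median was 0.03 (limma camera adjusted p = 0.349). It was lost again when each library's trend on gene length was removed, an alternative added after the data had been seen (median 0.02; limma camera adjusted p = 0.197). Adjusted over all genes or over the list alone, 0 of its genes passed, and 5 had an unadjusted p under 0.05.

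The other 10 lists did not pass under camera, fry or camera with the estimated correlation. The median log2 fold change was 0.09 over 19 genes of the RNA polymerase I machinery, 0.03 over 72 cytosolic ribosomal protein genes and 0.05 over 10 components of the perinucleolar compartment (limma camera adjusted p = 0.181). It was 0.06 over 15 genes of naive pluripotency, 0.05 over 12 of primed pluripotency, 0.03 over 14 interferon response genes and 0.03 over 29 centromere and kinetochore genes. In each of these 7 lists, 0 genes passed an adjusted p of 0.05 over all genes or over the list alone. The number with an unadjusted p under 0.05 was 2, 1, 2, 2, 2, 0 and 3 in the order given. Several of these medians depended on a single library. Without knockdown library b, those of naive pluripotency (-0.01), primed pluripotency (-0.01) and cytosolic ribosomal proteins (-0.04) changed sign. The median of the RNA polymerase I machinery kept its sign but fell to 0.02 without that library. It was 0.03 with the gene length trend removed and 0.03 with the GC trend removed. Removal of the gene length trend changed the sign of 5 of the 7: naive pluripotency (-0.004), primed pluripotency (-0.01), cytosolic ribosomal proteins (-0.04), interferon response (-0.01) and centromere and kinetochore genes (-0.006). Removal of the GC trend changed that of cytosolic ribosomal proteins (-0.002). The perinucleolar list passed the threshold without knockdown library a (0.08) or without control library a (0.08). This list had 16 members, and those not tested were all RNAs, such as RMRP and RN7SL1. Apart from the RNAs RN7SL2 and RPPH1, the tested members were mRNAs of its proteins. Its median therefore says little about the RNA components.

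The median of the integrated stress and unfolded protein response list was 0.03 over 17 genes. It held SLC7A11 (ENSG00000151012.13, chromosome 4), which had 39.9 ± 5.395 CPM in knockdown and 54.9 ± 3.90 in control libraries, a log2 fold change of -0.46 ± 0.09 (edgeR adjusted p = 0.0475 over all genes and 0.00623 over the list alone). SLC7A11 overlaps the antisense gene SLC7A11-AS1, and it passed the threshold in 11 of 20 alternatives. The median of this list was -0.003 without knockdown library b, -0.01 with the gene length trend removed and -0.03 with the GC trend removed.

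The median was 0.16 over 9 trophectoderm genes, of which 0 passed over all genes, 4 had an unadjusted p under 0.05, and 3 passed adjusted over the list alone. These were the keratins KRT18 (ENSG00000111057.10, chromosome 12; log2 fold change 0.37 ± 0.08; edgeR adjusted p = 0.0626 over all genes and 0.00534 over the list), KRT8 (ENSG00000170421.12, chromosome 12; 0.27 ± 0.07; edgeR adjusted p = 0.115 and 0.0122) and KRT19 (ENSG00000171345.13, chromosome 17; 0.26 ± 0.08; edgeR adjusted p = 0.193 and 0.0289). Over all genes, KRT18 passed the threshold in 7 of 20 alternatives, KRT8 in 3 and KRT19 in 1. KRT18 had 94.0 ± 9.40 CPM against 72.8 ± 3.89, KRT8 228 ± 17.8 against 189.5 ± 6.002 and KRT19 40.4 ± 4.47 against 33.7 ± 1.36. KRT8 and KRT18 overlap on opposite strands and both have processed copies, so their counts are uncertain. The sign of the list median changed without control library a (-0.16) and without control library c (-0.01).

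Of the 8-cell-stage list, 3 of 21 genes with a row had enough counts to be tested (median log2 fold change 0.74; limma camera adjusted p = 0.198). ZNF280A (ENSG00000169548.3, chromosome 22) passed adjusted over the list alone (log2 fold change 2.20 ± 0.64; edgeR adjusted p = 0.0139), but not over all genes (edgeR adjusted p = 0.145), where it passed in 0 of 17 alternatives. Its counts were 10, 12 and 9 in knockdown libraries a, b and c and 4, 2 and 1 in control libraries a, b and c, so the size of the change is poorly determined at this depth.

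**Figure D4:**
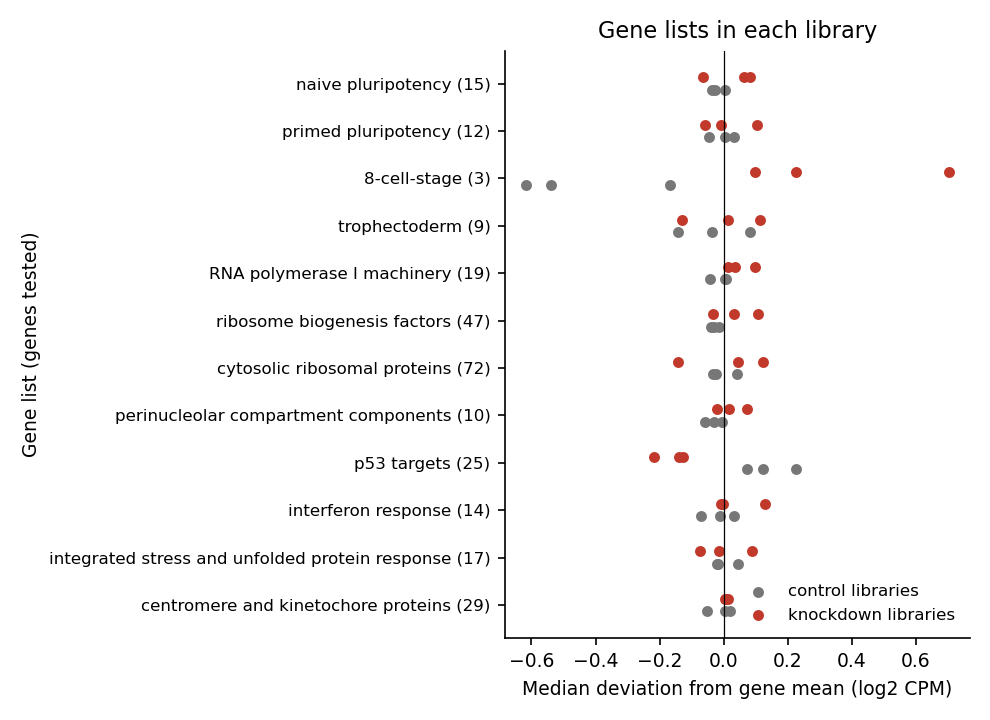
Median deviation of each gene list in each library (log2 CPM minus the gene's mean over the 6 libraries), with knockdown libraries in red, control libraries in grey and the number of genes tested in brackets. For the p53 targets the 3 knockdown libraries lie between -0.22 and -0.13 and the 3 controls between 0.07 and 0.23; the 8-cell-stage list has only 3 genes.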

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

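Among genes past the adjusted threshold, lower genes outnumbered higher genes in all 20 alternatives, but the count of changed genes did not stay near 155. At an unadjusted p under 0.05 the direction was less settled: 1318 of 2811 genes were higher in the main setting, and higher genes were the majority in 6 of the 20 alternatives. These were library size alone (1888 of 2973), upper-quartile scaling (1677 of 2898), no low-count filter (2145 of 3858) and the fits without knockdown library a (1416 of 2670), knockdown library b (1163 of 2219) or control library a (1396 of 2487). DESeq2's Wald test gave 471 (108 higher, 363 lower, 11 of at least 2-fold), and the edgeR fit without a low-count filter gave 1064 (403, 661 and 115). Both included all 155 genes. With no low-count filter 32300 genes were tested, and the share of higher genes was 37.9%. The robust fit gave 54 higher genes, library size alone 56 and upper-quartile scaling 45. The cause of these differences was not tested. Under DESeq2 size factors 154 of the 155 genes passed, under limma-voom 150, with a mean count of at least 50 148, without mitochondrial and rRNA rows 155, and after thinning 130.

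The replicate letters did not pair the libraries: the correlation of deviations from the group means was 1.23e-05 for letter a, 0.116 for b and -0.0251 for c. With the replicate block, 393 genes passed (73 higher, 320 lower, 18 of at least 2-fold), all 155 included.

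Of the alternatives added after the data had been seen, removal of the gene length trend gave 235 genes (60 higher, 16 of at least 2-fold), and removal of the GC trend gave 235 (44 higher, 17 of at least 2-fold). Each shared 122 with the 155, over fewer genes (15961). Sample quality weights gave 253 (56 higher, 197 lower, 14 of at least 2-fold). Those weights were 0.730 to 0.834 for the knockdown libraries and 1.09 to 1.54 for the controls.

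Across the 6 fits that each left out a library, the number of changed genes ran from 26 to 1309, of higher genes from 0 to 197, of lower genes from 25 to 1112, and of genes changed by at least 2-fold from 3 to 39. The highest values came without knockdown library c, and 155 of those 1309 genes were the genes called with all 6 libraries. The lowest count of changed genes came without control library a. The counts of 0 higher genes came without control library b and without control library c, where 793 and 850 genes were higher at an unadjusted p under 0.05. Each of these fits had 5 libraries, and the count rose in some and fell in others; the cause was not tested.

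For the gene lists, leaving out each library gave medians from -0.013 to 0.078 for naive pluripotency, -0.012 to 0.085 for primed pluripotency, -0.16 to 0.15 for trophectoderm, 0.032 to 0.081 for ribosome biogenesis, -0.042 to 0.079 for cytosolic ribosomal proteins, 0.013 to 0.076 for the perinucleolar compartment and -0.0026 to 0.068 for the stress response list. The negative value came without knockdown library b for naive pluripotency (-0.013), primed pluripotency (-0.012), cytosolic ribosomal proteins (-0.042) and the stress response (-0.0026). For trophectoderm it was -0.156 without control library a and -0.010 without control library c. The medians stayed positive for the RNA polymerase I machinery (0.021 to 0.101), the interferon response (0.046 to 0.103) and centromere and kinetochore genes (0.0015 to 0.042). Cytosolic ribosomal proteins passed the threshold in opposite directions, lower without knockdown library b (limma camera adjusted p = 0.0252) and higher without knockdown library c (0.079; limma camera adjusted p = 1e-07) or control library a (0.056; limma camera adjusted p = 0.0222). The median of this list therefore says little about the groups. The p53 list kept its direction in all 17 alternatives (-0.34 to -0.25) and failed the threshold in 1, the estimated correlation (median -0.299). Apart from fry in the main setting, the other calls were made by camera at the preset correlation. The unadjusted limma fry p of this list was 0.00340 in the main setting. It was 0.00371 to 0.0203 with a library left out and 0.0304 with the replicate block, so fry gave less support there. The ribosome biogenesis list failed under fry and the estimated correlation (median 0.077 in both), without knockdown library b (0.032) and with the gene length trend removed (0.025). Removal of that trend also changed the sign of the medians of naive pluripotency (-0.0042), primed pluripotency (-0.0095), cytosolic ribosomal proteins (-0.037), the interferon response (-0.010), the stress response (-0.014) and centromere and kinetochore genes (-0.0064). Removal of the GC trend changed that of cytosolic ribosomal proteins (-0.0016) and of the stress response (-0.025). The cause was not tested. Upper-quartile scaling, the DESeq2 Wald test, limma-voom, the robust fit and sample quality weights were run for genes and not for lists.

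The 19 genes named by rule had 263 values under settings with all 6 libraries: 247 kept their direction and side of the threshold, 8 were weaker, 8 were stronger and 0 were reversed. Of 114 values with a library left out, 72 were the same, 39 were weaker, 3 were stronger and 0 were reversed. Depth limited ZNF280A most, with no more than 12 counts in any library.

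The difference in rRNA share was positive in all 8 alternatives, from 4.06 CPM without knockdown library a to 44.6, and that of the mitochondrial share in all 7, from 0.0836 to 0.456 percentage points.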

Other observations

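Some tests and rules below were set only after the result was seen: the p53 test without knockdown library a, the GC test of the length trend and its limit to genes of low and middle GC content, the comparison of mean excess by gene span, the decision to leave the cell-cycle list open when its set tests disagreed, the decision to leave nuclear RNA open although its list was lower, and the test on rows that follow rRNA.

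The count of 155 changed genes was larger than in any other division of the libraries: 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many. The other 9 gave 0 genes at an adjusted p of 0.05, with 339 to 1641 genes at an unadjusted p under 0.05 against 2811 for the real split. With 10 splits the share cannot fall under 0.1, so chance cannot be told apart from an effect by this count alone.

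The fall of the p53 targets was the clearest shift among the lists. A second list of p53 targets, sharing no gene with the first, was also lower, with 34 of 38 genes below 0 and a median of -0.0972 (limma camera p = 3.74e-07; limma fry p = 0.0168; with the estimated correlation, limma camera p = 0.0727). This argues against an accident of which genes the first list held. Its size was smaller, and knockdown library b did not lie below the gene means (0.01). The median of the first list was -0.320 with the GC trend removed, -0.333 with the gene length trend removed and -0.246 without knockdown library a, so none of these accounts for the fall. Lower p53 activity might also raise the cell-cycle genes that p53 represses through the DREAM complex. Those were higher, with a median of 0.0875 and 21 of 25 genes above 0 (limma camera p = 0.000486), but not by fry (limma fry p = 0.168) or with the estimated correlation (limma camera p = 0.346). Without knockdown library b the median was 0.04 and the list did not pass under camera either. Lower p53 activity with release of these genes therefore cannot be told apart from no release, because the cell-cycle genes vary together within groups of 3 libraries. The control gapmer could equally have raised p53 targets, as no untransfected cells were analysed here, and binding of the ALR gapmer to other transcripts was not tested.

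Knockdown library a held reads over many genes that were near 0 elsewhere. Over 14707 rows with a mean under 0.1 CPM in the other 5 libraries, it had 12472 counts where 3285 were expected from those libraries. Deeper sequencing is argued against, since library a kept the most detected rows (29433) at equal totals. The excess was spread widely over these rows, as the 10 rows with the largest excess held 3.53% of it. This cannot decide on RNA from another cell type. Rows above the limit of 0.1 CPM were left out, and no profile of another cell type was compared. Genomic DNA remains a possible explanation, with evidence on both sides. The excess was positive on 23 of 23 chromosomes, at 23.9 to 140 counts per Mb of gene span, and rose from a mean of 0.0674 counts per gene in the shortest eighth of genes by span to 2.13 in the longest. Its rank correlation with span across genes, which are not independent replicates, was 0.207, short of the 0.3 set beforehand for this explanation. By that rule alone genomic DNA would have been set aside. The same correlation was -0.119 to -0.0768 for the other 5 libraries, so library a stood apart. Their expected counts include those of library a, however, so these values are not a clean baseline. Part of the relation with span also goes with exonic length: rho of the excess with exonic length was 0.176, and rho with span within 3 equal parts of the genes by exonic length was 0.0386 (short), 0.135 (middle) and 0.107 (long). Most of these rows have no count at all, which limits a rank correlation. Genomic DNA, widespread low-level transcription and RNA from another cell type therefore cannot be told apart here.

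In knockdown library a, 29 rows besides the 28S row had at least 3 times the value of every other library, with a mean count of at least 50. The same rule gave at most 1 row for any other library. If these were rRNA reads counted in other rows, knockdown library b, the second highest for 28S, might be second in most of them. It was second in 6 of 29, where 5.8 would be given by chance, so rRNA reads do not account for the rows as a set. Those 6, chosen after their values were seen, were ANKRD30BL, AC079949.1, UNC45B, AL161626.1, DUSP5P1 and HFM1. UNC45B, for example, had 30.7, 3.03 and 1.31 CPM in knockdown libraries a, b and c and 0.492, 0.387 and 1.13 in the controls. The 28S row had 82.1, 8.06 and 3.36, then 1.05, 1.29 and 2.59. These values used TMM-scaled library sizes and so differ slightly from the rRNA shares, which used total counts. Whether these rows hold rRNA-like sequence was not tested. The remaining 23 rows include long genes such as CSMD1, at 42.2 CPM in library a and 10.4 to 13.6 elsewhere.

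Long genes tended to be lower in the knockdown libraries. Across the 15961 tested genes with a span, which are not independent replicates, Spearman's rho of log2 fold change with span was -0.17. The median log2 fold change went from 0.07 in the tenth of genes with the shortest spans (median 2.23 kb) to -0.07 in the tenth with the longest (307 kb). Of the genes past the adjusted threshold, 34 of 35 were lower among those longest genes and 7 of 8 among the shortest. Between these ends, 4 of 7 were lower at a median span of 7.2 kb and 5 of 7 at 12.8 kb. The share was 3 of 6 at 19.8 kb, 7 of 11 at 29 kb and 2 of 4 at 41.3 kb. It was 12 of 16 at 58.3 kb, 9 of 12 at 86.3 kb and 22 of 26 at 138 kb. Lower calls were therefore most numerous among the longest genes, and their share was smaller at short and middle spans other than the shortest. With the length trend removed, lower genes still outnumbered higher ones (175 and 60). The trend was uneven between libraries: rho of each library's deviation with span was -0.0204, -0.388 and 0.0188 in knockdown libraries a, b and c and 0.00786, 0.0677 and 0.26 in control libraries a, b and c. The group means were -0.13 ± 0.225 and 0.112 ± 0.132 (SD, n = 3; exact permutation p = 0.20, two-sided). The overall rho was -0.0651 without knockdown library b and -0.278 without knockdown library a. It lay between -0.211 and -0.129 when any other library was left out. The trend had the opposite sign among weakly expressed genes (rho 0.168 for low, -0.22 for middle and -0.47 for high expression, in 3 equal parts). GC content does not account for it among genes of low and middle GC content, where rho was -0.129 and -0.119; it was -0.00548 among genes of high GC content. A lower share of nuclear or unspliced RNA in the knockdown libraries is a candidate explanation. A list of nuclear-retained RNAs, written before its values were looked at, was lower in 8 of 9 genes with a median of -0.241 (limma camera p = 1.11e-06; limma fry p = 0.00844; with the estimated correlation, limma camera p = 0.0237). Between libraries the list and the trend went partly together. The median deviation of the list was -0.176, -0.209 and -0.0123 in knockdown libraries a, b and c and 0.109, 0.081 and 0.158 in control libraries a, b and c, so knockdown library b was lowest and control library c highest on both measures. Knockdown library a was low for the list, while its rho was near 0 and its linear slope on span was 0.0158 (log2 per doubling of span), close to the 0.0179 of control library c. Against a shared cause, the list median was no smaller in size with the length trend removed (-0.290), and without knockdown library b the list stayed at -0.201 while the overall rho moved nearer to 0 (-0.0651). A lower share of nuclear RNA and another cause of the length trend therefore cannot be told apart: these values point both ways, and 3 libraries per group are too few to relate the measures within groups. Whether such a share would come from RNA extraction or from the knockdown was not tested. NEAT1 and MALAT1, nuclear RNAs kept off that list because their values had been seen, were lower as well: 548 ± 278 against 1087 ± 235 and 2851 ± 360 against 3636 ± 72.7 CPM (exact permutation p = 0.10 each, two-sided).

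Some rows are given as values only. The microRNA gene rows MIR3648 and MIR3687 had 3039 ± 1288 and 1604 ± 660 CPM in knockdown and 4319 ± 1024 and 2216 ± 503 in control libraries (SD, n = 3; exact permutation p = 0.30 and 0.40, two-sided). In the RefSeq table a copy of MIR3648 lies within a 45S pre-rRNA gene, so such rows can collect pre-rRNA reads. Their direction was opposite to that of the 28S row, within the spread between libraries. MIR3648 was lowest in knockdown library a (1775 CPM), where the 28S row was highest. The mitochondrial rRNA rows were far lower in knockdown library c alone: MT-RNR1 had 1440 counts there and 10267 to 15353 in the other 5, and MT-RNR2 had 4756 against 28436 to 37345. POU5F1, chosen after its values were seen and with several near-identical pseudogenes, had 134 ± 14.6 against 98.7 ± 12.9 CPM (exact permutation p = 0.10, two-sided). The naive marker KLF17 had 0.174 ± 0.168 against 0.0757 ± 0.0421 CPM (exact permutation p = 0.40, two-sided). The rows of RMRP and RN7SL1, abundant RNAs of every cell, were listed at 0 in all 6 libraries, so these rows carry no measurement.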
